A study of Rattus norvegicus with 288 samples. Its data were reported in "Transcriptomic profiles of tissues from rats treated with anticancer drug combinations" (2019).

How the data were processed

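Gene expression was measured in heart, kidney and liver of 96 male Sprague Dawley rats, with 1 array per rat and tissue and 288 arrays in all. Each rat first received an intravenous infusion over 30 min, of oxaliplatin (a platinum drug that binds DNA, 15 mg per kg) or of its vehicle, dextrose in water (D5W). An oral dose followed: sunitinib (5 mg per kg, an inhibitor of VEGF, PDGF and KIT receptor kinases) or its vehicle water, or sorafenib (25 mg per kg, an inhibitor of VEGF receptor and other kinases) or its vehicle, a mixture of Pluronic F68, propylene glycol and PEG400 (called F68 here). The 8 treatments were sampled at 1, 6 and 24 h, which gave 24 groups of 4 rats in each of the 3 tissues and 72 groups in all. Replicates are separate rats. The labels give no replicate numbers, so the numbers used to name arrays only count the arrays of a group.

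The deposited values are log2 expression values per probe set of an Affymetrix whole-genome rat array, made by the authors with robust multi-array averaging (RMA, version not stated), which corrects background, quantile-normalizes the arrays and summarises probes. Whether the tissues were normalized together is not stated. Array medians ran from 6.63 to 6.69 in heart, 7.32 to 7.81 in kidney and 6.66 to 6.78 in liver. All values lay between 3.38 and 15.3, and 0 were missing. No raw scanner files were used, so the authors' background correction could not be varied. Arrays carry no read depth.

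Of 31099 probe sets, 57 were array controls. The platform annotation gave 20832 probe sets 1 gene symbol, 436 several and 9831 none. Probe sets with several symbols or none were not named or tested. The Entrez identifiers of 20764 probe sets were found in a RefSeq table of the rat assembly GRCr8, which was used for names only, and 0 symbols needed updating. A gene with several probe sets was represented by the probe set with the highest mean in the tissue, which left 14218 genes. Genes with a log2 value over 6 on at least 4 arrays of the tissue were tested: 11317 in heart, 12310 in kidney and 11619 in liver. Genes whose symbol starts with LOC, RGD or Olr were counted but not named.

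Every array was checked against lists of 9 heart, 10 kidney and 10 liver marker genes. An array whose own tissue's markers lay below those of another tissue was left out. This removed 2 arrays, the array labelled Liver 24 h D5W then sorafenib replicate 1 and the array labelled Kidney 24 h D5W then sorafenib replicate 4, so those 2 groups held 3 rats. RNA quality was read from the array's control probe sets for the 3′ and 5′ ends of beta-actin, Gapdh and hexokinase, as the log2 difference between both ends, which is larger when transcripts are degraded or labelling stops early.

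Differences were tested with limma 3.58.1 in R 4.3.3. One model with a mean for each of the 24 groups was fitted per tissue, so that all groups shared the estimate of the spread (lmFit, contrasts.fit and eBayes with default settings). Within each time, oxaliplatin was compared with D5W as the average over both oral vehicles (8 rats against 8), sunitinib with water and sorafenib with F68 in rats given D5W (4 against 4). These made 27 comparisons of 1 drug. Changes of a drug's effect with oxaliplatin (interactions), the combinations against the vehicles, the sunitinib effect against the sorafenib effect, and F68 against water were each tested with a moderated F test over the 3 times. The study dosed the water and sunitinib rats on one day and the F68 and sorafenib rats on a later one, so the last comparison mixes vehicle and day. Differences of a drug's effect between times were tested as contrasts. All adjusted p values are Benjamini-Hochberg adjusted within a comparison, with genes called changed at an adjusted p under 0.05. Values after ± are standard errors of the log2 difference from limma, unless SD is written.

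A total of 29 gene lists was tested with camera (limma), which asks whether a list moves more than the other genes, at the preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over all 783 tests of the single drugs. The 522 tests on the interactions and those on 5 further comparisons were adjusted as families of their own. fry (limma) was computed beside camera. Lists cover p53 targets, Nrf2 targets, immediate early genes, ERK pathway targets, glucocorticoid targets, clock genes, heat shock response, the unfolded protein and integrated stress response, ribosome biogenesis, proliferation, interferon response, acute phase and inflammation, hypoxia and VEGF, oxidative phosphorylation, fatty acid oxidation and PPAR alpha targets, lipogenesis, cholesterol synthesis, bile acid synthesis and transport, xenobiotic metabolism, kidney injury markers, kidney tubule transporters, cardiac stress, and markers of endothelial cells, fibroblasts and matrix, macrophages, lymphocytes, neutrophils, erythroid cells and adipocytes. For each list the members called over all genes are counted, and those called when adjusted over the list alone. The report describes a part of the 135 called lists.

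Genes were named by a rule: the 5 with the largest rise and the 5 with the largest fall among called genes of each single-drug comparison (for oxaliplatin, with the same sign under both vehicles), the 5 with the smallest p of each F test, up to 4 of a described list, and drug targets and transporters, among them Kdr, Flt1, Pdgfrb, Kit, Slc22a2 and Slc47a1. Kit and Slc47a1 were tested in kidney only. Groups, comparisons, tests, lists, the marker rule, the naming rule and most alternatives were chosen before the data were examined. The alternatives were: all arrays as labelled, no filter on dim probe sets, the mean of a gene's probe sets, another quantile normalization within the tissue, array weights, only the arrays of the compared groups, and leaving out each array in turn. Chosen later were each oral vehicle by itself, the kinase inhibitors in rats given oxaliplatin, and F tests over fewer times.

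Before use, the tests were tested on simulated data: values drawn around each gene's mean with its real spread between replicates, as if genes were independent, and 200 genes changed by 0.5, 1 or 2 log2. For sunitinib at 6 h, 92.5%, 100% and 100% of those genes were called in heart (11317 genes), 79.1%, 98.5% and 97% in kidney (12310 genes), and 70.1%, 97% and 100% in liver (11619 genes). For the interaction with sorafenib the shares were 59.7%, 94% and 100% in heart, 44.8%, 92.5% and 100% in kidney, and 40.3%, 89.6% and 98.5% in liver. Unchanged genes made up 10 of 205 sunitinib calls in heart, 16 of 199 in kidney and 11 of 189 in liver. In the interaction they made up 13 of 182, 6 of 164 and 13 of 165 calls. camera called the 1 list of 20 genes moved by 0.3 log2 among 100 lists, and 0 of the others, in each tissue. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.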

Results

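Expression values of the heart, kidney and liver of 96 rats, 1 array each, were compared, with 4 rats in each of 72 groups. The tissue markers separated the arrays clearly: the heart list had a median of 13.6 log2 in heart arrays, the kidney list 13.3 in kidney arrays and the liver list 14.4 in liver arrays. Lists of the other tissues lay between 5.38 and 8.24. On the array labelled Liver 24 h D5W then sorafenib replicate 1 the kidney markers stood at 12.9 and the liver markers at 7.74, and on the array labelled Kidney 24 h D5W then sorafenib replicate 4 the liver markers stood at 14.1 and the kidney markers at 7.09. Both were left out. The array labelled Kidney 24 h D5W then sorafenib replicate 2 was kept, with liver markers at 10.2 and albumin (Alb) at 12.97 against a kidney median of 7.32 and 12.74 on the next kidney array. The first 3 principal components held 52.1%, 41.7% and 0.808% of the variance.

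The average distance between replicates (Euclidean distance of log2 values over all probe sets, mean over the pairs of a group) had a median of 40.4 over the groups. It was 37.5 in heart, 40.4 in kidney and 44.6 in liver, against 264 between tissues. With all arrays as labelled, the distance reached 130 both in the liver and in the kidney group given D5W then sorafenib at 24 h, and 76.7 in kidney at 1 h after oxaliplatin and sunitinib. Without the 2 arrays it was 62.3 in the liver group and 49.0 in the kidney group. The kidney array of replicate 1 at 1 h after oxaliplatin and sunitinib had low hybridization controls, with BioB at 4.30 and Cre at 10.3 against kidney medians of 8.07 and 13.4.

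**Figure D1:**
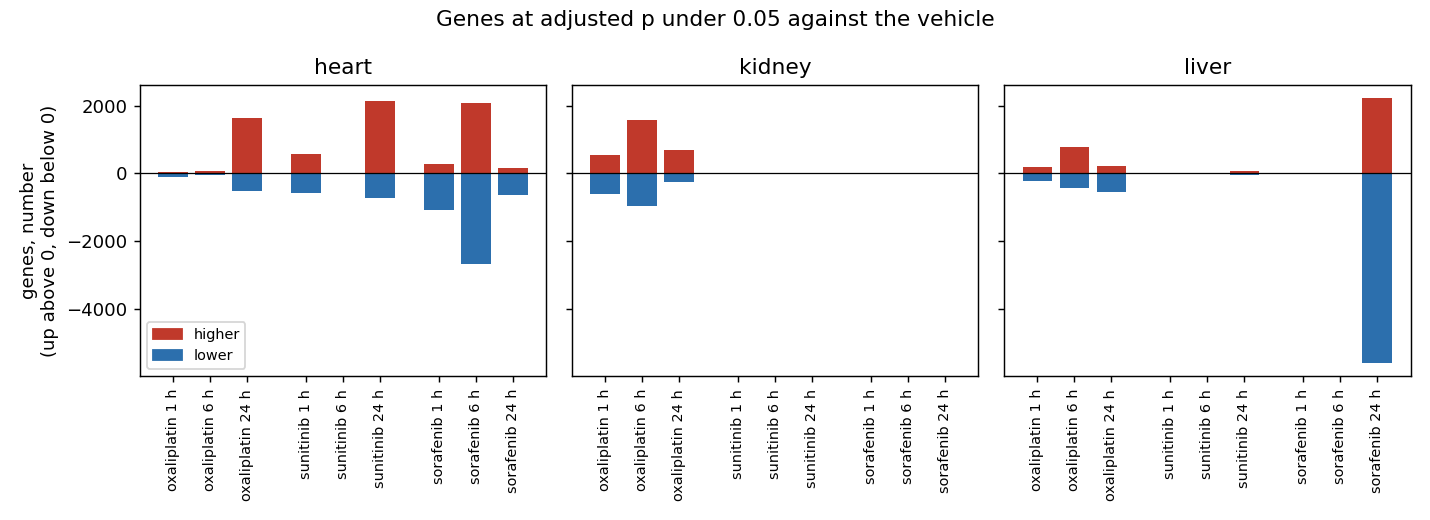
Number of genes at an adjusted p under 0.05 in each comparison of 1 drug with its vehicle, by tissue and time, with higher genes above 0 and lower genes below it. Oxaliplatin changed 1158, 2537 and 960 genes in kidney, and 7824 genes passed in the sorafenib comparison in liver at 24 h.

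In kidney, the list of p53 targets was called up at each time after oxaliplatin (n = 8 rats against 8). Its adjusted p was 6.78e-07, 3.48e-08 and 2.14e-16, and the calls held with an estimated correlation. At 1 h Atf3, a stress-induced transcription factor, stood at 11.27 ± 0.59 against 6.37 ± 0.22 log2 (SD), a 29.9-fold rise. The growth-stress cytokine Gdf15 rose 4.83-fold, the injury-induced receptor Tnfrsf12a 4.69-fold, the EGF-family ligand Hbegf 4.38-fold and Myc, a driver of growth, 3.78-fold. At 6 h the antioxidant enzymes Nqo1 and Hmox1, made under Nrf2, rose 3.10-fold and 2.90-fold. At 24 h the cell-cycle inhibitor Cdkn1a was 2.76-fold and Ccng1, another p53 target, 2.42-fold higher.

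A total of 1158 genes changed in kidney at 1 h (548 up, 610 down), of which 27 rose and 0 fell at least 2-fold. The largest falls were those of the neurotrophin Ntf3 (-0.89 ± 0.14 log2), the transcription factor Foxp2 (-0.75), the adrenergic receptor Adra1b (-0.58 ± 0.17), Sinhcaf (-0.57) and Tox3 (-0.55). Of 18 immediate early genes, which respond to signals within minutes, 15 rose, 0 fell and 3 did not pass, and the counts adjusted over the list alone were also 15 and 0 (median 0.81 log2, adjusted p = 2.78e-37). Klf6 rose by 1.67 ± 0.09 log2 (adjusted p = 3.76e-27) and Ier2 by 0.73 ± 0.08. Among 17 glucocorticoid targets 10 rose and 0 fell, also when adjusted over the list alone (median 0.50, adjusted p = 1.34e-11), with Gadd45b at 1.15 ± 0.16, Cebpb at 1.03 ± 0.13 and Per1 at 0.91 log2. Of 19 p53 targets 6 rose, as when adjusted over the list alone (Mdm2 0.46 ± 0.06, adjusted p of the list = 6.78e-07), and of 13 ERK pathway targets 6 rose (Dusp5 0.78 ± 0.10, Egr1 1.18 ± 0.24, adjusted p = 2.13e-06). These 4 calls held with an estimated correlation. Ribosome biogenesis (9 of 32 up, 10 adjusted over the list alone) also rose as a list (adjusted p = 6.01e-08, adjusted p = 0.378 with an estimated correlation). Heat shock genes (2 of 13 up, Hspa1a 0.76 ± 0.18) and clock genes (3 of 16 up, Bhlhe40 0.84, Nfil3 0.66) had adjusted p = 0.00911 each, and adjusted p = 0.714 and adjusted p = 0.378 with an estimated correlation. The unfolded protein and integrated stress response list was called up (5 of 25 up, 1 down, adjusted p = 0.00932, adjusted p = 0.69 with an estimated correlation), although its median was -0.01 and its mean 0.27. The proliferation list (1 of 25 up) had adjusted p = 0.000269, and adjusted p = 0.825 with an estimated correlation.

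At 6 h 2537 kidney genes changed (1567 up, 970 down), 7 of them up and 9 down at least 2-fold. Besides Nqo1 (1.63 ± 0.19 log2) and Hmox1 (1.54 ± 0.20), the peroxiredoxin-repairing enzyme Srxn1 (1.40 ± 0.23), the conjugating enzyme Ugt2b7 (1.15 ± 0.41) and Tnfrsf12a (1.11) rose most. The ion channel regulators Fgf13 (-1.29 ± 0.09) and Kcnip4 (-1.24 ± 0.08), the scaffold Magi1 (-1.28 ± 0.10), Tmem117 (-1.23) and the ciliary gene Bbs9 (-1.18 ± 0.07) fell most. Of 32 ribosome biogenesis genes 24 rose, 0 fell and 8 did not pass, and 28 rose when adjusted over the list alone (median 0.27, adjusted p = 1.05e-18). Noc2l rose by 0.41 ± 0.04 log2. Of 19 p53 targets 12 rose, also adjusted over the list alone (median 0.32, adjusted p = 3.48e-08), with Mdm2 at 0.75 ± 0.06 and Gdf15 at 1.10. Both calls held with an estimated correlation. Nrf2 targets (9 of 17 up, 1 down, also adjusted over the list alone; Txnrd1 0.60 ± 0.05) rose with adjusted p = 2.07e-05, and adjusted p = 0.106 with an estimated correlation. The unfolded protein list turned down (11 of 25 down, 0 up, also adjusted over the list alone; the chaperones Hsp90b1 -0.45 ± 0.06, Sdf2l1 -0.71, Pdia4 -0.61) with adjusted p = 6.56e-06, and adjusted p = 0.267 with an estimated correlation. Kidney tubule transporters fell in 5 of 21 (7 adjusted over the list alone), among them the albumin-uptake receptors Cubn (-0.47 ± 0.07) and Lrp2 (-0.22 ± 0.03), with adjusted p = 0.0121, and adjusted p = 0.419 with an estimated correlation.

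At 24 h 960 kidney genes changed (691 up, 269 down), 5 of them up and 1 down at least 2-fold. Ugt2b7 (1.56 ± 0.41 log2), Cdkn1a (1.46 ± 0.10, adjusted p = 3.15e-19), Ccng1 (1.28 ± 0.07), the lysosomal glycoprotein Gpnmb (1.21 ± 0.25) and the p53 target Phlda3 (1.05 ± 0.12) rose most. The red-cell haem enzyme Alas2 (-1.04 ± 0.21), the mitochondrial protease Immp2l (-0.97 ± 0.07), the kinase Prkcb (-0.78 ± 0.12), Kcnip4 (-0.77) and the pyrimidine-degrading enzyme Dpyd (-0.76 ± 0.12) fell most. Of 19 p53 targets 10 rose, 0 fell and 9 did not pass, and 14 rose when adjusted over the list alone (median 0.22, adjusted p = 2.14e-16), a call that held with an estimated correlation (adjusted p = 1.85e-05). Of the 7 other called lists (4 up, 3 down) none held it. Among them erythroid genes fell (2 of 5, Hbb -0.47 ± 0.10, adjusted p = 0.000649, adjusted p = 0.288 with an estimated correlation). Macrophage genes fell (2 of 10 down, Lyz2 -0.48, Csf1r -0.45, adjusted p = 0.0148, adjusted p = 0.728 with an estimated correlation). The unfolded protein list was called up (4 of 25 up, 21 not passing, Hyou1 0.39, Calr 0.35 ± 0.06, adjusted p = 0.00126, adjusted p = 0.557 with an estimated correlation). The effect differed between 24 and 6 h in 1390 genes and between 6 and 1 h in 984. The transporters Slc22a2, which takes up platinum drugs, and Slc47a1, which exports them, did not change in kidney at any time (log2 differences from -0.11 to 0.00, adjusted p from 0.313 to 0.996 over both). Under each oral vehicle alone fewer genes passed: 448 with water and 292 with F68 at 1 h, 1380 and 1096 at 6 h, and 301 and 177 at 24 h. Of the genes called with water, 98.9%, 96.3% and 94.7% had the same sign with F68. The correlation over genes of both effects was 0.592, 0.567 and 0.478 at 1, 6 and 24 h.

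**Figure D2:**
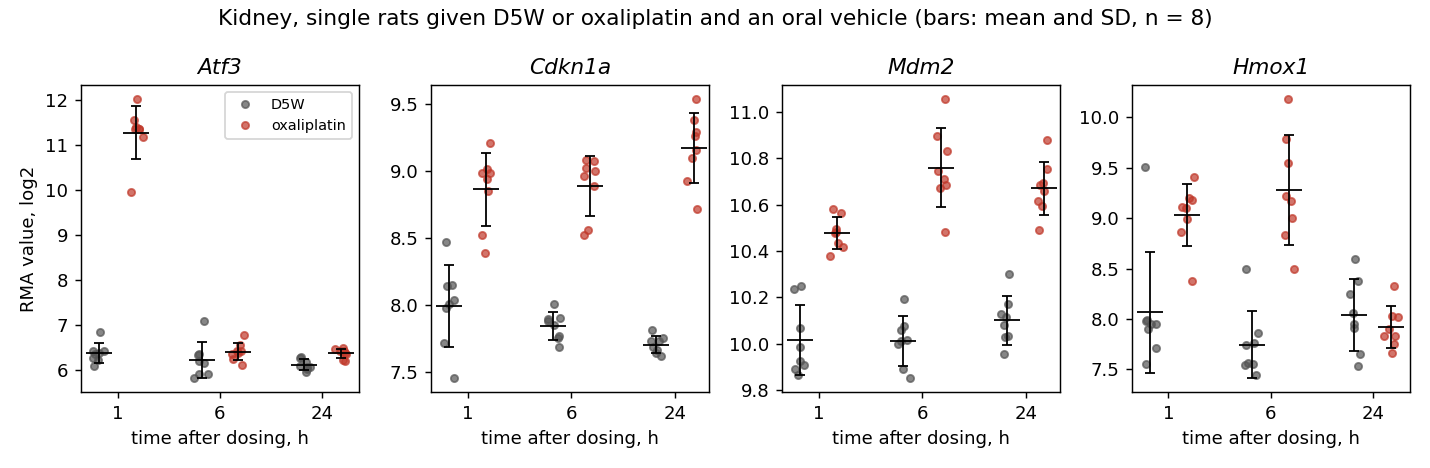
Log2 values of Atf3, Cdkn1a, Mdm2 and Hmox1 in kidney at 1, 6 and 24 h for single rats given D5W (grey) or oxaliplatin (red) with either oral vehicle, with mean and SD of 8 rats. Atf3 rose from 6.37 to 11.27 at 1 h and was back near 6.4 at 6 h, while Cdkn1a was higher at each time.

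In liver, oxaliplatin changed 402 genes at 1 h (185 up, 217 down), 1207 at 6 h (781 up, 426 down) and 746 at 24 h (201 up, 545 down), with n = 8 against 8. At 1 h the secreted protease Adamts1 rose 4.04-fold (2.01 ± 0.16 log2), the clot-limiting receptor Thbd 3.54-fold and the scavenger receptor for chemokines Ackr3 3.40-fold, while Kdr, the VEGF receptor of vessel lining cells, fell (-0.84 ± 0.07, adjusted p = 1.69e-16). At 6 h Cdkn1a (2.71-fold) and Ccng1 (2.56-fold) rose as in kidney, and Pnpla3, an enzyme of liver lipid droplets, was 4.74-fold lower. At 24 h Pnpla3 was 6.67-fold lower, and the fatty acid desaturase Scd fell (-1.54 ± 0.19).

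Liver at 1 h also gained Igfbp1, an insulin-like growth factor binding protein (1.62 ± 0.42), and the clock-linked deadenylase Noct (1.46 ± 0.43), and lost Clec14a (-0.91 ± 0.13), an endothelial lectin, Foxa2 (-0.84 ± 0.25), Arrdc3 (-0.83) and Exoc3l2 (-0.80). Of 18 glucocorticoid targets 6 rose, 0 fell and 12 did not pass, and 11 rose when adjusted over the list alone (median 0.44, adjusted p = 2.4e-10): Tat, an amino acid catabolic enzyme, by 1.07 ± 0.22 and Cebpd by 0.99 ± 0.20. Of 19 endothelial markers 5 fell and 1 rose, and 10 fell when adjusted over the list alone (Tek -0.58 ± 0.07, Stab2 -0.63, adjusted p = 1.45e-06). Immediate early genes rose in 3 of 17 (4 adjusted over the list alone; Atf3 1.25 ± 0.19, Klf6 0.89 ± 0.13, adjusted p = 0.000135). These 3 calls held with an estimated correlation. Macrophage markers fell in 2 of 12 (Mrc1 -0.68 ± 0.09, adjusted p = 0.000291, adjusted p = 0.668 with an estimated correlation). At 6 h 7 genes rose and 13 fell at least 2-fold, with A2m, a protease inhibitor, at 2.03 ± 0.56, Sds at 1.80 ± 0.45 and Mybl1 at 1.42 ± 0.21 among the risers. The transporter Slc9a9 (-1.64 ± 0.14), Rgs16 (-1.52 ± 0.53), Acsm2 (-1.52 ± 0.38) and Prkcb (-1.38 ± 0.14) fell. Ribosome biogenesis rose in 19 of 32 (27 adjusted over the list alone; Bop1 0.47 ± 0.07, adjusted p = 3.97e-15, adjusted p = 0.267 with an estimated correlation). The p53 list rose in 6 of 19 with 1 down (8 and 1 adjusted over the list alone; Mdm2 0.76 ± 0.08, Aen 0.86 ± 0.11, adjusted p = 5.16e-06, adjusted p = 0.0673 with an estimated correlation). Macrophage markers fell in 5 of 12 (6 adjusted over the list alone; Adgre1 -1.13 ± 0.23, adjusted p = 6.58e-06, adjusted p = 0.476 with an estimated correlation).

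At 24 h erythroid genes fell in liver in 5 of 6, also adjusted over the list alone (median -0.81, adjusted p = 1.71e-14), and this call held with an estimated correlation (adjusted p = 0.00537): Alas2 stood at -1.68 ± 0.17, the anion exchanger Slc4a1 at -1.02 and Hbb at -0.60 ± 0.07. Lipogenesis fell in 9 of 15, 0 rising and 6 not passing, and in 12 adjusted over the list alone (Fasn -1.09 ± 0.22, Acly -0.88 ± 0.15, adjusted p = 5.39e-11, adjusted p = 0.0771 with an estimated correlation). Proliferation genes fell in 11 of 25, and in 17 adjusted over the list alone (Mki67 -0.98 ± 0.22, Ccnb2 -1.06, adjusted p = 4.05e-08, adjusted p = 0.642 with an estimated correlation). Macrophage markers fell in 8 of 12, and in 11 adjusted over the list alone (Lyz2 -0.66, C1qa -0.49, adjusted p = 6.78e-07, adjusted p = 0.38 with an estimated correlation). Acute phase and inflammation genes rose in 2 of 23 (Lbp 1.04 ± 0.31, adjusted p = 0.00012, adjusted p = 0.69 with an estimated correlation). Metallothionein Mt2A (2.15 ± 0.49), the chemokine Cxcl1 (1.88 ± 0.61), Igfbp1 (1.36 ± 0.42), Fer1l5 (1.10) and the xenobiotic receptor Nr1i3 (1.05 ± 0.31) rose most, and Cdkn3 (-1.47 ± 0.34) and Cdc25b (-1.37 ± 0.17) were among the falls. The effect differed between 24 and 6 h in 1062 genes and between 6 and 1 h in 150. The effects with water and with F68 had a correlation over genes of 0.347, 0.448 and 0.38 at 1, 6 and 24 h. Leaving out 1 array lowered the count at 24 h to 377 (D5W then F68 replicate 3), 420 and 494 (oxaliplatin then F68 replicates 4 and 3), and 446 and 438 (D5W then water replicates 1 and 2). Another quantile normalization gave 279 up and 410 down at 24 h.

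**Figure D3:**
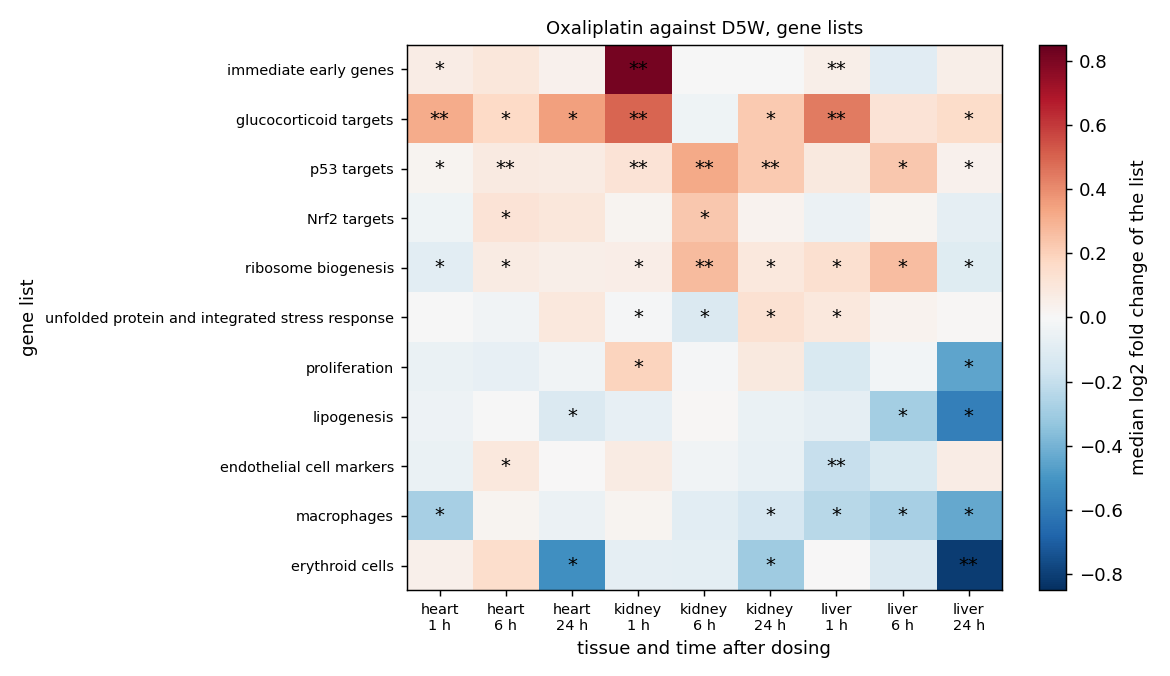
Median log2 fold change of 11 gene lists in the comparison of oxaliplatin with D5W, by tissue and time, where 1 star marks a call at the preset correlation and a double star one that also held with an estimated correlation. Immediate early genes rose most in kidney at 1 h (0.81) and erythroid genes fell most in liver at 24 h (-0.81).

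In heart, oxaliplatin changed few genes at 1 and 6 h: 139 (35 up, 104 down) and 98 (60 up, 38 down), n = 8 against 8. The early risers included the potassium channel Kcna5 (1.13 ± 0.26 log2), the stress-induced mTOR inhibitor Ddit4 (0.93 ± 0.20) and Cebpd (0.86 ± 0.17), a glucocorticoid-responsive factor, followed by Phactr3 (0.79) and the NF-kB inhibitor Nfkbia (0.71 ± 0.18). Of the genes of tissue macrophages, Stab1 (-0.63 ± 0.09, adjusted p = 1.99e-06), Adgre1 (-0.70 ± 0.13), Mrc1 (-0.69 ± 0.15) and F13a1 (-0.66 ± 0.16) fell at 1 h, beside the lipase inhibitor G0s2 (-0.74 ± 0.19). At 6 h Prkcb (-0.95 ± 0.11), Adgre1 (-0.84 ± 0.13), the chemokine Ccl24 (-0.80 ± 0.13), Slc9a9 (-0.72 ± 0.09) and F13a1 (-0.72) fell, and the growth factor receptor Fgfr3 (0.51), Dusp14 (0.46), Id1 (0.44), the p53 target Aen (0.41 ± 0.07) and Cyb561 (0.37) rose.

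Of 15 glucocorticoid targets 6 rose in heart at 1 h, 0 fell and 9 did not pass, and 8 rose when adjusted over the list alone (median 0.31, adjusted p = 3.11e-13; Sgk1 0.44 ± 0.10, Per1 0.45 ± 0.11). At 6 h 3 of 18 p53 targets rose, and 6 adjusted over the list alone (Sesn2 0.33 ± 0.06, Mdm2 0.20 ± 0.04, adjusted p = 0.000381). Both calls held with an estimated correlation. Macrophage markers fell in 3 of 11 at 1 h (4 adjusted over the list alone; Csf1r -0.54 ± 0.09, adjusted p = 0.00159, adjusted p = 0.69 with an estimated correlation). The count at 1 h was 45 without D5W then F68 replicate 3, 74 without D5W then water replicate 3 or oxaliplatin then F68 replicate 1, and 91 without oxaliplatin then F68 replicate 2. It was 70 to 89 without oxaliplatin then water replicate 1, 2 or 3, 220 without its replicate 4, and 333 without D5W then F68 replicate 4. At 6 h it was 65 and 60 without D5W then water replicates 1 and 2, 51 without oxaliplatin then F68 replicate 4 and 48 without oxaliplatin then water replicate 4. Another quantile normalization gave 42 up and 53 down at 1 h. At that time the oxaliplatin effects with water and with F68 had a correlation over genes of 0.02, and 55.2% of the 145 genes called with water had the same sign with F68.

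The heart comparisons at 24 h with water and at 6 h with sorafenib involve 2 groups that stood apart in the beta-actin control. Its 3′ minus 5′ value had a median of 0.752 in D5W then water at 24 h and 0.684 in D5W then sorafenib at 6 h, against 0.24 to 0.469 in the 22 other heart groups. The same difference for hexokinase was lowest in these 2 groups (1.174 and 1.108, others 1.446 to 1.747), and that for Gapdh lay inside the range of the others (0.166 and 0.149). In the same 2 groups Wasf2, a regulator of actin branching, stood at 7.68 ± 0.19 and 7.50 ± 0.31 log2 (SD, n = 4), against means of 4.28 to 4.49 in the others. Herc1, a large ubiquitin ligase, deviated from the mean of the other heart groups at the same time by 3.16 and 3.26. Bod1l1 deviated by 2.42 and 2.50, Nfix by 2.47 and 2.39, and Arhgap5 by 2.38 and 2.63. Over genes, the deviations of both groups had a correlation of 0.674.

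**Figure D4:**
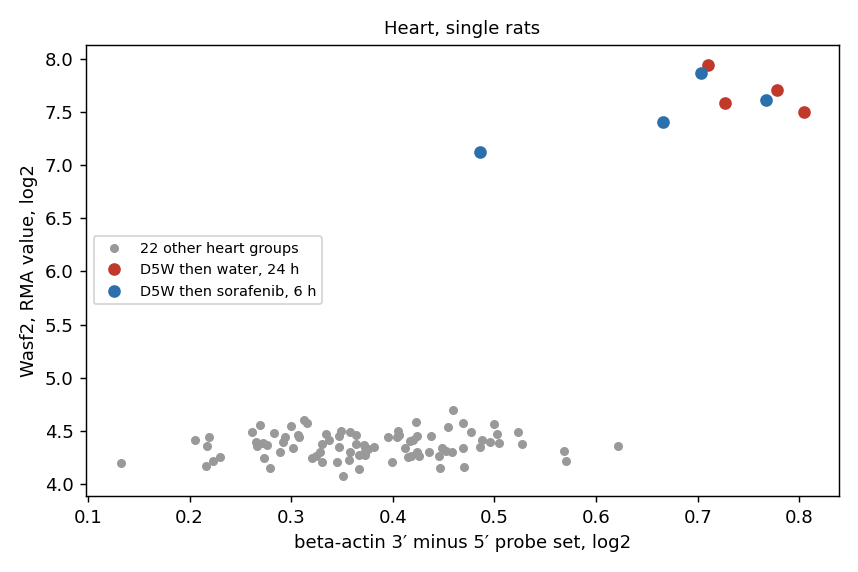
Log2 value of Wasf2 against the beta-actin 3′ minus 5′ value of the same heart array, 1 point per rat, with the 2 groups that stood apart in colour and the 22 other groups in grey. The arrays of the 2 groups lie at 7.12 or higher for Wasf2, and no other heart array exceeds 4.69.

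Oxaliplatin at 24 h changed 2174 heart genes (1637 up, 537 down), 1 of them up and 21 down at least 2-fold. Most came with the water control of the raised beta-actin value: 2503 genes passed with water and 26 with F68. Wasf2 fell by 3.35 log2 with water and differed by -0.001 with F68, and Herc1 by -3.08 and -0.16. Over all genes the effects with water and with F68 had a correlation of 0.336 at 24 h and 0.266 at 6 h. The motor protein gene Myo5c fell alike under both vehicles (-1.502 ± 0.20), as the sulfotransferase Sult1a1 rose (1.15 ± 0.21, adjusted p = 3.15e-05). Also higher were Adh1c (0.80 ± 0.29), Mt2A (0.78 ± 0.23), Ddit4 (0.78 ± 0.20) and the fuel-switch kinase Pdk4 (0.78 ± 0.26), and lower were Alb (-2.83 ± 0.86), a liver transcript, and the liver gene Rup2 (-2.50 ± 0.73). Erythroid genes fell in 7 of 8, also adjusted over the list alone (Alas2 -1.02 ± 0.15, Hemgn -1.01, adjusted p = 3.2e-09, adjusted p = 0.129 with an estimated correlation). Fibroblast and matrix genes fell in 5 of 15 with 1 up (7 and 1 adjusted over the list alone; Col1a2 -0.40 ± 0.06, adjusted p = 0.000217, adjusted p = 0.426 with an estimated correlation). Kdr (-0.31 ± 0.09) and Flt1 (-0.30 ± 0.10), both VEGF receptors, fell, Flt1 by 0.61 with water and not with F68 (0.01). The effect differed between 24 and 6 h in 862 genes, a count that involves the same water group, and between 6 and 1 h in 101, or 28 after another quantile normalization.

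Sunitinib changed 1133 heart genes at 1 h (559 up, 574 down) and 2873 at 24 h (2147 up, 726 down), n = 4 against 4, and 0 at 6 h in limma, where 649 genes had an unadjusted p under 0.05. At 1 h Mx1 (-1.46 ± 0.49 log2), Slfn4 (-1.28 ± 0.34) and the ubiquitin-like Ubd (-1.05 ± 0.31), single genes of the antiviral interferon response, were lower. So were the T-cell receptor chain Cd3g (-1.15 ± 0.37) and RT1-T24-3 (-1.14). The water controls of Cd3g scattered widely (SD 1.8, against 0.115 with sunitinib). The amino acid transporter subunit Slc3a1 (0.97 ± 0.30), the mitochondrial enzyme Acadsb (0.88 ± 0.24), Hipk3 (0.82 ± 0.16), Dcbld2 (0.76 ± 0.14) and Zyg11b (0.71) were higher. In rats given oxaliplatin 0 genes passed at 1 h (777 at an unadjusted p under 0.05 in limma) and 22.9% of the 1133 had the same sign (correlation over all genes -0.26).

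Interferon response genes fell in heart at 1 h in 3 of 18, and in 15 adjusted over the list alone (median -0.62, Psmb8 -0.77 ± 0.21, adjusted p = 3.63e-05, adjusted p = 0.749 with an estimated correlation). Lymphocyte markers fell in 5 of 11 (6 adjusted over the list alone; Cd3d -1.01, adjusted p = 0.0071, adjusted p = 0.656 with an estimated correlation). The hypoxia and VEGF list, closest to the drug's receptors, was not called (2 of 19 up, lowest adjusted p over the 27 comparisons = 0.0754, here). The 1 h count was 523 without D5W then sunitinib replicate 1, 693 without its replicate 4, and 684 and 678 without D5W then water replicates 2 and 3.

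At 24 h sunitinib was compared with the water group of the raised beta-actin value, and the genes that had stood apart in it led the falls: Wasf2 (-3.40 ± 0.10, 10.6-fold lower), Herc1 (-3.13 ± 0.09), Nfix (-2.69 ± 0.14), Arhgap5 (-2.42 ± 0.09) and Bod1l1 (-2.39 ± 0.08). In rats given oxaliplatin Wasf2 differed by 0.05 and Herc1 by -0.08, 0 genes passed in limma (691 at an unadjusted p under 0.05), and 45% of the 2873 genes had the same sign. Higher were Adh1c (1.20 ± 0.41), the mast cell protease Cma1 (1.15 ± 0.26), the bone and muscle phosphatase Phospho1 (1.06 ± 0.12), Sgcb (0.91 ± 0.25) and Rab3b (0.90 ± 0.15). Phospho1 had stood low in that water group (-0.882), and in rats given oxaliplatin the 5 genes differed by -0.128, -0.035, 0.006, -0.125 and 0.101. Fibroblast and matrix genes fell in 7 of 15 with 1 up, and in 8 adjusted over the list alone (Col1a2 -0.81 ± 0.09, Sparc -0.49, adjusted p = 4.04e-05, adjusted p = 0.367 with an estimated correlation). The VEGF receptor Flt1 fell (-0.80 ± 0.14) but differed by 0.13 in rats given oxaliplatin. The cardiac stress list was not called in any comparison (lowest adjusted p = 0.0864, here, 2 of 17 down). The sunitinib effect differed between 24 and 6 h in 1263 genes, again with this water group, and between 6 and 1 h in 705.

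Kidney and liver responded to sunitinib in few genes. In kidney 3 genes passed at 1 h, the glycoprotein receptor Asgr2 (0.81 ± 0.16), the splicing factor U2surp (0.34) and Rnf208 (-0.54 ± 0.10), and 0 at 6 and 24 h in limma, where 190 and 527 had an unadjusted p under 0.05. Without 1 array the count at 1 h was 0 (D5W then water replicate 2) or 1 (D5W then water replicates 3 and 4, D5W then sunitinib replicates 1 and 4), and at 24 h it was 2 without D5W then sunitinib replicate 3. In liver 0 genes passed at 1 and 6 h in limma, with 758 and 206 at an unadjusted p under 0.05, and 112 at 24 h (65 up, 47 down). There Mt2A, which binds metals, rose 7.52-fold (2.91 ± 0.70, adjusted p = 0.0296), with Gcnt2 (1.34), Tmed3 (1.12), Unc5cl (1.08) and Pyroxd2 (0.87), and the peroxisomal fatty acid enzyme Crot (-1.45 ± 0.30), the choline kinase Chka (-1.17 ± 0.29), Plk2 (-0.77), the zinc importer Slc39a8 (-0.72 ± 0.14) and Cmbl (-0.64) fell. After oxaliplatin 0 genes passed in limma (725 at an unadjusted p under 0.05), Mt2A differed by 0.321, Pyroxd2 by -0.295 and Cmbl by 0.059, and 82.1% of the 112 genes had the same sign (correlation over all genes 0.249). The count rested on single arrays: it was 1, 11 and 17 without D5W then water replicates 1, 2 and 4, 18 and 7 without D5W then sunitinib replicates 1 and 2, and 183 and 284 without its replicates 3 and 4. At 1 h it was 1 without D5W then sunitinib replicate 4. Immediate early genes were lower as a list in liver at 1 h (0 of 17 called, 5 down adjusted over the list alone, Klf4 -0.64 ± 0.17, adjusted p = 1.14e-06), a call that held with an estimated correlation. In all 6, 5 and 2 lists were called in kidney at 1, 6 and 24 h and 4, 0 and 7 in liver, and no other held.

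In heart 1377 genes changed with sorafenib at 1 h (287 up, 1090 down), 4743 at 6 h (2063 up, 2680 down) and 798 at 24 h (159 up, 639 down), n = 4 against 4. At 24 h the clotting factor subunit F13a1, made by macrophages, was 4.28-fold lower (-2.10 ± 0.23 log2, adjusted p = 9.42e-11), the macrophage protein Aif1 fell by 1.85 ± 0.19 and the complement gene C1qb by 1.55 ± 0.17. In rats given oxaliplatin the same genes differed by -1.93, -1.66 and -1.70. Also lower were the protease Klk10 (-1.64) and the retinoid-binding protein Rbp7 of small vessels (-1.58 ± 0.19), and higher were Sult1a1 (1.77 ± 0.30), the peroxisomal gene Pxmp4 (1.44 ± 0.48, adjusted p = 0.0499, but -0.11 in rats given oxaliplatin), Fam107a (1.11 ± 0.28) and Ddit4 (0.90 ± 0.28). The VEGF receptor Kdr fell by 0.96 ± 0.13, and by 0.70 in rats given oxaliplatin.

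Macrophage markers fell in heart at 24 h in 7 of 11, 0 rising and 4 not passing, and in 9 adjusted over the list alone (median -0.64, Csf1r -0.84, adjusted p = 2.58e-10, adjusted p = 0.129 with an estimated correlation). Proliferation genes fell in 11 of 26 (12 adjusted over the list alone; Pcna -0.41 ± 0.08, Cdk1 -1.16 ± 0.24, adjusted p = 1.13e-06, adjusted p = 0.668 with an estimated correlation). Cholesterol synthesis fell in 6 of 16 (7 down and 1 up adjusted over the list alone; Idi1 -1.03 ± 0.15, Sqle -0.59, adjusted p = 0.000801, adjusted p = 0.233 with an estimated correlation). Of the 798 genes 94.1% had the same sign in rats given oxaliplatin, where 195 passed. The count was 346 and 480 without D5W then F68 replicates 3 and 4 and 499 without D5W then sorafenib replicate 1. Another quantile normalization gave 211 up and 349 down.

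At 6 h the sorafenib group of the raised beta-actin value entered, and Herc1 (3.26 ± 0.09, 9.58-fold), Wasf2 (3.14 ± 0.10), the palmitoyltransferase Zdhhc20 (2.67 ± 0.15), Arhgap5 (2.62 ± 0.09) and the BMP receptor Bmpr2 (2.61 ± 0.23) were higher. In rats given oxaliplatin Herc1, Wasf2, Zdhhc20 and Bmpr2 differed by -0.11, -0.18, -0.014 and -0.21. Lower were Reg3g (-1.33 ± 0.42), lymphatic receptor Lyve1 (-1.30 ± 0.18), Cd14 (-1.29 ± 0.20), Lcn2 (-1.28 ± 0.29) and Rab1b (-1.21 ± 0.07). In rats given oxaliplatin these genes differed by -0.70, -0.68, -1.10, -0.58 and -0.15. Macrophage markers fell in 6 of 11, also adjusted over the list alone (C1qb -1.13 ± 0.17, adjusted p = 0.0316, adjusted p = 0.854 with an estimated correlation). Of the 4743 genes 70.5% had the same sign in rats given oxaliplatin, where 857 passed, and of the 1377 at 1 h 54.4% (correlation over all genes 0.109), where 243 passed. At 1 h Phactr3 (1.05 ± 0.28), Pcdh20 (0.90), Dgkb (0.81), Aard (0.64) and Mc4r (0.59) were higher, and G0s2 (-1.01 ± 0.28), Acyp2 (-0.76), the NF-kB inhibitor Tnfaip3 (-0.75 ± 0.17), the adhesion molecule Vcam1 (-0.73 ± 0.24) and Lysmd4 (-0.70) lower. After oxaliplatin Phactr3, Pcdh20, Mc4r and Vcam1 turned (-0.170, -0.020, -0.125 and 0.091). The 1 h count was 729 and 525 without D5W then F68 replicates 2 and 3, and another quantile normalization gave 144 up and 182 down at 1 h, and 1523 up and 3114 down at 6 h. The effect differed between 24 and 6 h in 4187 genes and between 6 and 1 h in 4337, both with the sorafenib group of the raised beta-actin value.

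**Figure D5:**
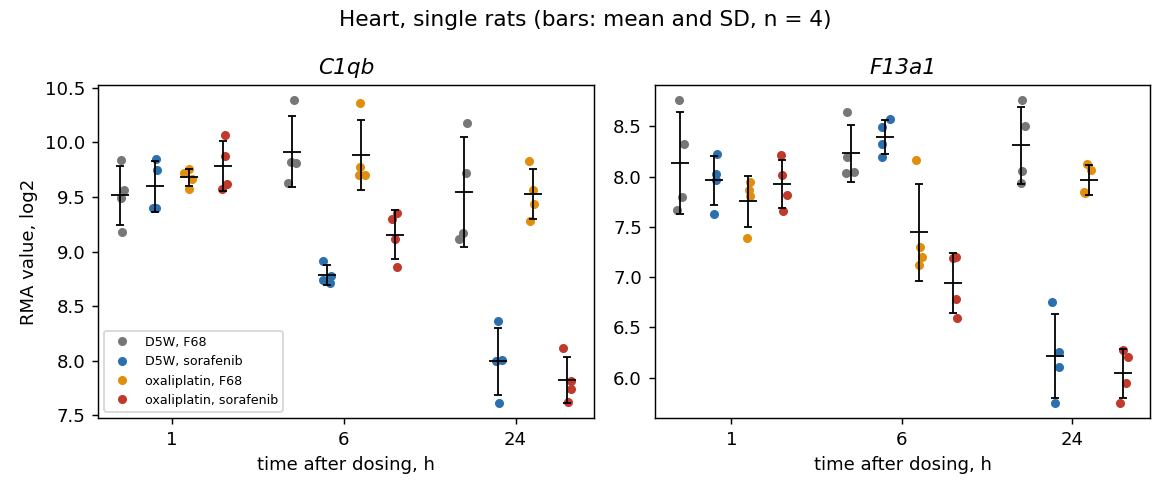
Log2 values of the macrophage genes C1qb and F13a1 in heart at 1, 6 and 24 h for single rats given D5W or oxaliplatin with F68 or sorafenib, with mean and SD of 4 rats. At 24 h C1qb stood at 7.99 with D5W and sorafenib and 7.82 with oxaliplatin and sorafenib, against 9.55 and 9.53 with F68.

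In kidney sorafenib changed 0 genes at 1 h in limma (666 at an unadjusted p under 0.05), 9 at 6 h (3 up, 6 down) and 25 at 24 h (8 up, 17 down; 3 rats against 4). The falls included Aif1 at 24 h (-1.53 ± 0.22, 2.88-fold lower), the integrin Itgax (-1.23 ± 0.22) and Ly86 (-1.12 ± 0.19), and C1qb (-0.88 ± 0.17), Slc15a3 (-1.02 ± 0.16), Itgax (-0.90), Fcgr1a (-0.69) and the channel Trpc6 (-0.86 ± 0.14) at 6 h. Evi2a (-0.95) and Prkcb (-0.84) also fell at 24 h, while the vitamin D receptor Vdr (0.81), Lbp (0.73), Ppp1r16b (0.70), Neu2 (0.64) and Csf2rb (0.59) rose (in rats given oxaliplatin 0.084, 0.012, 0.621, 0.168 and -0.15, with 0 genes passing in limma and 607 at an unadjusted p under 0.05), and at 6 h the chemokine Ccl6 (1.12 ± 0.20), Cxcr4 (0.72) and Clec7a (0.63) rose. Lbp is made in liver, and the kept kidney array with raised albumin belongs to this group. Without that array, replicate 2, the count was 4, and it was 15 and 4 without D5W then F68 replicates 1 and 3. At 6 h the count was 5 without D5W then F68 replicate 3. Macrophage markers were lower as a list at 6 h (1 of 10 down, 4 adjusted over the list alone, adjusted p = 9.06e-08, adjusted p = 0.129 with an estimated correlation) and at 24 h (0 of 10 passing, 5 down adjusted over the list alone, adjusted p = 0.000618, adjusted p = 0.496 with an estimated correlation). Interferon genes were lower as a list at 6 h (0 of 19 passing, 10 down adjusted over the list alone, median -0.59, adjusted p = 2.89e-20, adjusted p = 0.133 with an estimated correlation). With all arrays as labelled, 2485 genes passed at 24 h.

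In liver few genes passed with sorafenib at 1 and 6 h and most of those measured at 24 h. At 1 h 8 genes changed (1 up, 7 down): the interferon-induced chemokine Cxcl10 was 4.83-fold lower (-2.27 ± 0.43, adjusted p = 0.00547), with Il1b (-1.60 ± 0.36), Ripk2 (-1.46 ± 0.32), Il1a (-1.42 ± 0.22) and Cxcl2 (-0.999 ± 0.21), and Hmgb3 was higher (0.39 ± 0.08). The F68 controls scattered widely (SD 1.825 for Cxcl10, 1.706 for Ripk2 and 1.304 for Il1b), and the acute phase and inflammation list was not called (2 of 23 down, 4 adjusted over the list alone, adjusted p = 0.118). At 6 h 4 genes fell and 0 rose: Il1a (-1.10 ± 0.22), Fam167b (-1.02 ± 0.18), the cyclin Ccnd2 (-0.77) and Tmem88 (-0.56). Single arrays moved both counts: 13 and 1 and 5 without D5W then sorafenib replicates 1, 2 and 3 at 1 h, 17 and 20 without D5W then F68 replicates 1 and 3, and at 6 h 7, 41 and 1 without D5W then F68 replicates 1, 2 and 4 and 2 without D5W then sorafenib replicate 1. Proliferation genes were lower as a list at 1 h (0 of 25 passing, 14 down adjusted over the list alone, median -0.53, adjusted p = 1.04e-10, adjusted p = 0.476 with an estimated correlation). Lymphocyte markers were lower as a list at 6 h (6 of 14 down adjusted over the list alone, adjusted p = 2.44e-06, adjusted p = 0.246 with an estimated correlation).

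At 24 h, with 3 rats against 4, 7824 of 11619 liver genes passed (2219 up, 5605 down), 76 up and 291 down at least 2-fold. The sorafenib group stood apart in the array controls, with the lowest beta-actin 3′ minus 5′ median of the liver groups (0.675, others 0.767 to 0.896), the highest Cre value (13.81, others up to 13.58) and an SD over genes of its deviation from the other groups of 0.416, against 0.208 or less. The median of all genes was -0.24 log2 and became -0.05 after another quantile normalization, which gave 2887 up and 3259 down. The cadherin Cdh17 was 13.6-fold lower (-3.77 ± 0.93), and the bile-duct factor Onecut1 (-2.33 ± 0.71), the chemokine Cxcl9 (-1.99 ± 0.39), the lectin receptor Clec4a3 (-1.95 ± 0.24) and the interferon-induced Gbp2 (-1.88 ± 0.39) fell well below that median. Mt2A (2.31 ± 0.75), the proteasome ubiquitin receptor Adrm1 (1.94 ± 0.17, 3.83-fold), Tmc4 (1.82 ± 0.16), Scaf1 (1.73 ± 0.20) and Epn1 (1.65 ± 0.15) were higher, and Kdr (-0.73 ± 0.10) and Pdgfrb (-0.74 ± 0.16) lower. The effect differed between 24 and 6 h in 6006 genes. With oxaliplatin 160 genes passed, 88.8% of the 7824 had the same sign, and Cxcl9 and Gbp2 differed by 0.40 and 0.11. Without oxaliplatin then sorafenib replicate 2 these were 9 genes and 69.5%.

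Whether sunitinib acted differently after oxaliplatin was tested as an interaction over the 3 times. In heart 1946 genes passed, led by Herc1 (3.05 ± 0.12 log2 at 24 h, adjusted p = 6.77e-33), Wasf2 (3.45 ± 0.14), Bod1l1 (2.44), Arhgap5 (2.24) and Crim1 (1.66), which had stood apart in the water control, and over 1 and 6 h alone 275 passed. At 1 h 742 genes passed, among them the macrophage genes C1qa (0.99 ± 0.25) and Csf1r (0.70 ± 0.18) and the interferon genes Isg15 (1.496 ± 0.45) and Psmb8 (1.15 ± 0.30), where a positive value means a higher sunitinib effect after oxaliplatin. In kidney and liver 0 genes passed in limma (734 and 491 at an unadjusted p under 0.05). The smallest p values were those of Ssh1, Zfp644, Mb21d2, Trmt112 and Syne4 in kidney (adjusted p from 0.237 to 0.746) and of Ccl7, Bik, Supt3h, Prom1 and Pdgfa in liver (adjusted p = 0.834 each). In kidney 1 gene passed without oxaliplatin then sunitinib replicate 4 at 1 h. Of 522 list tests on both interactions 58 were called and 0 held with an estimated correlation. Interferon genes gave calls up with sunitinib in heart at 1 h (2 of 18 up, 15 adjusted over the list alone, adjusted p = 2.43e-05, adjusted p = 0.999 with an estimated correlation), and macrophage markers too (4 of 11 up, 10 adjusted over the list alone, adjusted p = 0.000295, adjusted p = 0.887 with an estimated correlation).

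The interaction of oxaliplatin with sorafenib passed in 2094 heart genes, 2 kidney genes and 2578 liver genes. Heart was led by Herc1 (-3.37 ± 0.12 at 6 h, adjusted p = 6.84e-36), Wasf2 (-3.32 ± 0.14), Bod1l1 (-2.55), Crim1 (-2.15) and Arhgap5 (-2.52), the genes that stood apart in the sorafenib group, and over 1 and 24 h alone 244 passed. The kidney genes were the transcription factor Nfia (0.48 ± 0.12 at 24 h) and the chaperone Calr (-0.66 ± 0.13), with adjusted p = 0.0393 each. Csf2rb, Ssh3 and Incenp came next (adjusted p from 0.0573 to 0.26), and without single arrays the count was 0 to 4, moving in this way for 21 of them. In liver the autophagy regulator Tfeb (-0.88 ± 0.11 at 24 h), Tm2d1 (0.96 ± 0.12), C10h1orf35 (0.97), the prefoldin subunit Pfdn5 (0.97) and the vesicle coat gene Sec31a (-1.40 ± 0.19) led, each with its difference at 24 h, and over 1 and 6 h alone 0 genes passed in limma (372 at an unadjusted p under 0.05). The liver count was 1696, 4191 and 1712 without oxaliplatin then sorafenib replicates 1, 2 and 3 and 1373 without D5W then sorafenib replicate 3, all at 24 h.

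Both combinations were compared with their vehicles. Oxaliplatin plus sunitinib changed 2320 heart, 3234 kidney and 973 liver genes, and oxaliplatin plus sorafenib 1371, 1473 and 4124. In kidney Atf3 (5.08 ± 0.21 at 1 h), the tumour suppressor Rassf1 (1.497 ± 0.08), Hbegf (2.45 ± 0.13), Bbs9 (-1.53 at 6 h) and Kcnip4 (-1.88 at 6 h) led with sunitinib, and Atf3 (4.55 ± 0.21), Rassf1 (1.06), Ccng1 (1.24 at 24 h), Bbs9 (-1.14) and Cdkn1a (1.29 at 24 h) with sorafenib. In liver Ccng1 (1.59 ± 0.14 at 6 h), the cholesterol hydroxylase Ch25h (1.53 at 1 h), Slc9a9 (-2.01), the sinusoidal scavenger receptor Stab2 (-1.41) and Ptprb (-0.64 at 1 h) led with sunitinib. With sorafenib Stab2 (-1.59 ± 0.16 at 24 h), the endothelial phosphatase Ptprb (-0.79), Prkcb (-1.70), Slc9a9 (-1.75 at 6 h) and Fam167b (-1.46) led. In heart Herc1 (-3.17), Wasf2 (-3.30), Bod1l1 (-2.35), Crim1 (-1.85) and Arhgap5 (-2.33) led with sunitinib at 24 h, where 39 genes passed over 1 and 6 h alone, and Fcmr (-1.61 ± 0.11), Stab1 (-1.48), Csf1r (-1.43), F13a1 (-2.27) and C1qb (-1.72) with sorafenib at 24 h. Leaving out oxaliplatin then sorafenib replicate 2 at 24 h lowered the liver count to 1786, and over 1 and 6 h alone 344 liver genes passed.

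The sunitinib effect differed from the sorafenib effect in 4738 heart genes, 1 kidney gene and 5176 liver genes. Heart was led by Herc1 (-3.35 ± 0.12 at 6 h), Wasf2 (-3.40 at 24 h), Bod1l1 (-2.51), Crim1 (-2.08) and Arhgap5 (-2.66), and at 1 h alone 840 genes passed. The kidney gene was the macrophage gene Aif1 (1.64 ± 0.30 at 24 h, adjusted p = 0.0389), lower with sorafenib, followed by Itgax, Fcmr, Tnfaip8l3 and Pla1a (adjusted p from 0.171 to 0.368), and without single arrays the count ran from 0 to 3, moving for 23 arrays. In liver Tm2d1 (1.12 ± 0.12), Rara (-0.82 ± 0.09), Pfdn5 (1.17), Itgb1bp1 (0.96) and Slc35b3 (1.09) led at 24 h, and over 1 and 6 h 0 genes passed in limma (645 at an unadjusted p under 0.05).

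Rats given F68 and rats given water, dosed on different days, differed in 3121 heart, 912 kidney and 109 liver genes. In kidney the amino acid stress factor Atf4 (0.72 ± 0.08 at 6 h, adjusted p = 2.58e-12), the amino acid transporter Slc38a2 (1.07 at 1 h), Ppp1r10 (0.87 at 1 h), the seryl-tRNA synthetase Sars1 (0.36) and Paqr7 (-0.70) led. Glycolysis gene Gpi (1.19 ± 0.14 at 6 h), Pdhb (0.64), Bcl6b (0.88), Mical3 (1.02 at 1 h) and Rfx1 (0.48 at 1 h) led in liver, and Herc1 (-3.13 ± 0.09), Wasf2 (-3.32), Bod1l1 (-2.49), Crim1 (-1.80) and Arhgap5 (-2.26) in heart, all at 24 h, where 1274 genes passed over 1 and 6 h alone. The kidney count was 1551, 437 and 598 without D5W then F68 replicates 2, 3 and 4 at 6 h, 595 without D5W then water replicate 2 at 1 h and 601 without D5W then F68 replicate 4 at 1 h. The liver count lay between 37 (without D5W then water replicate 4 at 1 h) and 70 (without D5W then F68 replicate 3 at 24 h) for 8 arrays.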

Values the study reported

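The study gave RNA integrity numbers of 7 or more for all samples. It reported that the first 3 principal components held over 65% of the variability. For pairs of replicates it gave an average root mean squared distance of 130.0 for kidney at 24 h after D5W and sorafenib, 130.2 for liver at 24 h after D5W and sorafenib, and 76.7 for kidney at 1 h after oxaliplatin and sunitinib. It named no other treatment at 60 or above.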

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

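The tests of an exchanged tissue, of a mixture, of RNA integrity and of an effect of sorafenib on markers, heart or liver (also without single arrays) were chosen after the results were seen, and the tests of atrial tissue, of an intensity trend and of random splits before.

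On the array labelled Liver 24 h D5W then sorafenib replicate 1 the kidney markers stood at 12.94, and on the array labelled Kidney 24 h D5W then sorafenib replicate 4 the liver markers stood at 14.146, far above the other arrays of the labelled tissues and just below the lowest kidney (13.063) and liver array (14.282). Their mean percentile was 98.33 and 99.23 of all genes, inside the ranges of kidney arrays (98.03 to 98.69) and liver arrays (99 to 99.79). A mixture of both tissues is argued against by markers of the labelled tissue at least 5.973 log2 below the lowest other array, and an effect of sorafenib on markers by the other arrays of these groups, which reached 13.326 or more in kidney. An exchange of samples or labels stays open, since these levels and 1 correlation (0.953 with the kidney median, kidney arrays at least 0.9825) fell short of the other tissue, and whether scaling with the labelled tissue lowered them was not tested.

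The heart groups given D5W then water and killed at 24 h, and given D5W then sorafenib and killed at 6 h, shared a shift with a correlation of 0.674 over genes. Among the 192 pairs of groups at different times, the other pairs reached 0.467 at most. An effect of sorafenib is argued against by this correlation, since 1 of the groups received water. Another share of atrial tissue is argued against by 6 atrial markers with a median deviation of -0.196 and -0.215 log2 and single markers on both sides of 0. Lower RNA integrity or labelling stays open, because the controls disagree. Beta-actin 3′ minus 5′ medians were 0.684 or more in both groups and 0.469 or less in the 22 others. Single arrays overlapped (lowest 0.486, highest other 0.622). Medians were lowest here for hexokinase and inside the range for Gapdh. The study's integrity numbers give a lower bound for all samples and no value for these. Sample position, tied to group, stays open too.

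In liver at 24 h 7824 genes passed with sorafenib. An intensity trend of the arrays is argued against as the whole cause, since after a loess fit against mean intensity 5416 genes passed (2754 up, 2662 down), 4035 of them called both ways with the same sign. Among rats given oxaliplatin 88.8% of the 7824 genes kept their sign, with a slope of 0.244 and a correlation of 0.628 (0.550 after the loess fit), but without replicate 2 of oxaliplatin then sorafenib these were 69.5%, 0.102 and 0.316, and 9 genes passed in place of 160. An effect of sorafenib therefore stays open, because the agreement rested largely on 1 array. Position on the plates was tied to group and could not be tested.

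Random splits of the same arrays asked only whether chance can be excluded. For oxaliplatin 1 of 100 splits, the real one, was as large in each tissue at each time. The real counts and the highest others were 139 and 104, 98 and 60, and 2174 and 1113 in heart, 1158 and 422, 2537 and 1847, and 960 and 186 in kidney, and 402 and 163, 1207 and 365, and 746 and 44 in liver. For sunitinib 1 of 35 was as large in heart at 1 h (1133, highest other 296) and 24 h (2873 and 785), in kidney at 1 h (3 and 2) and in liver at 24 h (112 and 52). Where 0 genes passed with sunitinib, 35 of 35 are as large by construction and the splits say nothing on chance: in heart at 6 h (highest other 7), in kidney at 6 h (1) and 24 h (1) and in liver at 1 h (1) and 6 h (1).

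For sorafenib 1 of 35 was as large in heart at 1 h (1377 and 580), 6 h (4743 and 1100) and 24 h (798 and 176) and in liver at 1 h (8 and 5) and 24 h (7824 and 6716). In kidney at 1 h the real count was 0, so 35 of 35 (highest other 2) say nothing. Chance was not excluded in kidney at 6 h (3 of 35, 9 and 1005) and 24 h (5 of 35, 25 and 33) or in liver at 6 h (4 of 35, 4 and 10). A split that called 1005 genes where the real groups gave 9 points to a structure of the samples other than the drug.

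Among 100 splits of the oxaliplatin by sunitinib interaction 1 was as large in heart (1946 and 1045), and in kidney (0 and 1199) and liver (0 and 242) all 100 were, by construction for a count of 0, which says nothing on chance. For the interaction with sorafenib 2 were as large in heart (2094 and 2341), 16 in kidney (2 and 311) and 8 in liver (2578 and 4274), so chance was not excluded in kidney and liver. Splits with 1199, 242 and 311 genes point to a structure of the samples, but labels were dealt out over rats with and without oxaliplatin, so the oxaliplatin effect enters these splits, and its share was not tested. Oxaliplatin plus sunitinib had 1 of 100 in each tissue (2320 and 1783 in heart, 3234 and 2437 in kidney, 973 and 583 in liver), as had oxaliplatin plus sorafenib (1371 and 355, 1473 and 761, 4124 and 2647) and F68 against water (3121 and 1500, 912 and 151, 109 and 28). For sunitinib against sorafenib 1 of 100 was as large in heart (4738 and 824) and in liver (5176 and 3912), and 8 in kidney (1 and 529), where chance was not excluded and the high split points to a structure of the samples, its source not tested.

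In 26 of 216 tests, 3 measures in each of 72 groups, 1 array stood apart from its replicates (chance marks about 1 in 20 groups in each measure), and some groups recur. By the markers of the own tissue these were replicate 4 of kidney 24 h D5W then sorafenib (7.09), replicate 3 of kidney 6 h D5W then F68 (13.273), replicate 2 of kidney 6 h oxaliplatin then sorafenib (13.165), replicate 1 of liver 1 h oxaliplatin then sorafenib (14.287), replicate 1 of liver 24 h D5W then sorafenib (7.736) and replicate 1 of liver 6 h oxaliplatin then F68 (14.448). By beta-actin they were replicate 3 of heart 1 h D5W then water (0.527), replicate 4 of heart 6 h D5W then sunitinib (0.5), replicate 1 of kidney 6 h oxaliplatin then sunitinib (0.598), replicate 1 of liver 1 h oxaliplatin then water (0.935) and replicate 4 of liver 24 h oxaliplatin then sorafenib (0.837).

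By the correlation with the median array they were in heart replicate 4 of 1 h oxaliplatin then sunitinib (0.9965) and replicate 2 of 6 h D5W then F68 (0.9947). In kidney they were replicate 2 of 1 h D5W then F68 (0.9958), replicate 3 of 1 h oxaliplatin then sorafenib (0.9881), replicate 1 of 1 h oxaliplatin then sunitinib (0.9825), replicate 2 of 24 h D5W then F68 (0.9957), replicate 4 of 24 h D5W then sorafenib (0.8555) and replicate 3 of 6 h oxaliplatin then F68 (0.9954). In liver they were replicate 1 of 24 h D5W then sorafenib (0.8423), replicate 2 of 24 h D5W then sunitinib (0.9928), replicate 2 of 24 h oxaliplatin then sorafenib (0.9777), replicate 4 of 24 h oxaliplatin then sunitinib (0.9924), replicate 1 of 24 h oxaliplatin then water (0.9968), replicate 4 of 6 h D5W then F68 (0.9907) and replicate 2 of 6 h D5W then sorafenib (0.9961).

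The drug effect differed between times, in a test of the difference itself, in 12 of 18 comparisons. Between 24 and 6 h and between 6 and 1 h these were 862 and 101 genes with oxaliplatin, 1263 and 705 with sunitinib and 4187 and 4337 with sorafenib in heart, 1390 and 984 with oxaliplatin in kidney and 1062 and 150 with it in liver. Sunitinib in kidney gave 1 gene between 6 and 1 h, and sorafenib in liver 6006 between 24 and 6 h. The heart counts 862, 1263, 4187 and 4337 each involve 1 of the 2 heart groups that stood apart, and the liver count 6006 the sorafenib group that stood apart in the array controls, so they are not differences of a drug effect alone.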

How the results depend on the processing

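The separate oral vehicles, the kinase inhibitors in rats given oxaliplatin and the F tests over fewer times were chosen after the results were seen, and the other alternatives before. No paired analysis was possible because the labels give no replicate numbers that tie a rat of one group to a rat of another. The number of arrays, 4 in most groups, limits the precision, and each group filled its own block of consecutive array codes, so position and group could not be separated. In the counts below, the value in the report comes first and the value under the alternative follows. The cause was not tested unless a sentence says so.

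Differences between times are given apart, below. Without the filter on dim probe sets 54 of the other compared totals and correlations stayed within their limits and 1 moved (sorafenib in liver at 1 h, 8 to 4). With the mean of a gene's probe sets 52 stayed and 3 moved: the kidney interaction of oxaliplatin with sorafenib (2 to 0), the kidney difference between sunitinib and sorafenib (1 to 0) and sorafenib in liver at 1 h (8 to 13). Pdgfrb with sorafenib in heart at 6 h turned from -0.26 to 0.040 there.

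Another quantile normalization left 47 in place and moved 9. Sorafenib went from 1377 to 326 genes in heart at 1 h, from 25 to 44 in kidney at 24 h and from 8 to 4 in liver at 1 h. Sunitinib went from 3 to 14 in kidney at 1 h and from 112 to 212 in liver at 24 h. The F68 and water groups differed in 1778 kidney genes in place of 912. In liver the interaction with sorafenib fell from 2578 to 1594, oxaliplatin plus sorafenib from 4124 to 2543 and sunitinib against sorafenib from 5176 to 3372.

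Array weights moved 17 and left 38. Oxaliplatin went from 139 to 225 and from 98 to 61 genes in heart at 1 and 6 h, from 960 to 1736 in kidney at 24 h and from 402 to 783 in liver at 1 h. Sunitinib went from 3 to 18 in kidney at 1 h, from 0 to 2 in kidney at 24 h and from 0 to 3 in liver at 1 h. Sorafenib went from 0 to 1 in kidney at 1 h, from 25 to 128 in kidney at 24 h, from 8 to 23 in liver at 1 h and from 4 to 13 in liver at 6 h. The kidney interaction with sunitinib went from 0 to 1, kidney sunitinib against sorafenib from 1 to 9, and F68 against water from 912 to 2600 in kidney and from 109 to 357 in liver. In liver oxaliplatin plus sunitinib went from 973 to 2876 and oxaliplatin plus sorafenib from 4124 to 2161.

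With only the arrays of the compared groups in the fit, which leaves fewer degrees of freedom, 32 stayed and 23 moved. In heart oxaliplatin gave 39 and 4 genes at 1 and 6 h, sunitinib 358 at 1 h, sorafenib 4 at 1 h and 333 at 24 h, oxaliplatin plus sorafenib 720 and F68 against water 2044. In kidney sunitinib gave 0 at 1 h and 1 at 6 h, sorafenib 0 at 6 h and 0 at 24 h, the interaction with sorafenib 0, oxaliplatin plus sunitinib 1539, oxaliplatin plus sorafenib 971 and sunitinib against sorafenib 0. In liver oxaliplatin gave 444 at 24 h, sunitinib 1 at 1 h and 1 at 24 h, sorafenib 0 at 1 h and 1 at 6 h, the interaction with sorafenib 1498, oxaliplatin plus sunitinib 1593 and oxaliplatin plus sorafenib 1772.

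With all arrays kept as labelled 39 stayed and 17 moved. In kidney oxaliplatin gave 734 genes at 1 h and 515 at 24 h, sunitinib 0 at 1 h, sorafenib 2 at 6 h and 2485 at 24 h, the interaction with sorafenib 1, oxaliplatin plus sunitinib 2087, oxaliplatin plus sorafenib 774, sunitinib against sorafenib 0 and F68 against water 282. Ppp1r16b with sorafenib in kidney at 24 h turned from 0.70 to -0.081. In liver oxaliplatin gave 255, 728 and 348 genes at 1, 6 and 24 h, sunitinib 12 at 24 h, sorafenib 3 at 1 h, oxaliplatin plus sunitinib 472 and F68 against water 26.

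The oxaliplatin comparison made with rats given F68 only, with 4 rats a side in place of 8, gave 46, 4 and 26 genes in heart at 1, 6 and 24 h, 292, 1096 and 177 in kidney and 73, 176 and 362 in liver, and Flt1 in heart at 24 h turned from -0.30 to 0.015. With rats given water only it gave 40 in heart at 6 h, 448, 1380 and 301 in kidney and 216, 513 and 141 in liver, and the heart counts at 1 and 24 h stayed within 1.5 times.

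In rats given oxaliplatin 14 of 18 counts of the kinase inhibitors moved. Sunitinib gave 0, 1 and 0 genes in heart at 1, 6 and 24 h, 30 in kidney at 1 h and 0 in liver at 24 h. Sorafenib gave 243, 857 and 195 in heart, 1, 67 and 0 in kidney and 22, 24 and 160 in liver. Of the named values 94 kept their side of the threshold, 61 no longer passed and 29 turned. For sunitinib in heart at 1 h these were Acadsb (-0.084), Hipk3 (-0.17), Dcbld2 (-0.11), Zyg11b (-0.063), Mx1 (0.60), Slfn4 (0.47) and RT1-T24-3 (0.11), and at 24 h Adh1c (-0.13), Cma1 (-0.035), Sgcb (-0.13), Wasf2 (0.049), Bod1l1 (0.044) and Flt1 (0.13). For sorafenib in heart they were Phactr3 (-0.17), Pcdh20 (-0.02), Mc4r (-0.13) and Vcam1 (0.091) at 1 h, Herc1 (-0.11), Wasf2 (-0.18), Zdhhc20 (-0.014), Bmpr2 (-0.21), Flt1 (-0.61, from 0.42) and Slc22a2 (0.11) at 6 h, and Pxmp4 (-0.11) at 24 h. The others were Csf2rb with sorafenib in kidney at 24 h (-0.15), Pyroxd2 (-0.30) and Cmbl (0.059) with sunitinib in liver at 24 h, and Cxcl9 (0.40) and Gbp2 (0.11) with sorafenib in liver at 24 h.

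F tests without the time at which a heart or liver group stood apart gave lower counts. Over 1 and 6 h they gave 275 genes for the heart interaction with sunitinib, 39 for oxaliplatin plus sunitinib, 1274 for F68 against water in heart, and in liver 0 for the interaction with sorafenib (limma, 372 at an unadjusted p under 0.05), 344 for oxaliplatin plus sorafenib and 0 for sunitinib against sorafenib (limma, 645 at an unadjusted p under 0.05). Over 1 and 24 h the heart interaction with sorafenib gave 244, and at 1 h alone heart sunitinib against sorafenib gave 840. Of 135 called lists 14 held with an estimated correlation, 115 after another quantile normalization and 119 with all arrays as labelled.

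The differences between times moved most often for oxaliplatin in heart between 6 and 1 h, from 101 to 28 after another quantile normalization, 1 with only the compared arrays, 58 with the mean of probe sets, 62 without the filter and 210 with array weights. With array weights sunitinib in heart between 6 and 1 h went from 705 to 1078, oxaliplatin in kidney from 1390 to 2213 (24 and 6 h) and from 984 to 1595 (6 and 1 h) and in liver from 1062 to 1676 and from 150 to 448, sunitinib in liver from 0 to 8 and from 0 to 2, sunitinib in kidney from 1 to 2 (6 and 1 h), sorafenib in kidney from 0 to 1 (24 and 6 h) and sorafenib in liver from 0 to 17 (6 and 1 h). Only the compared arrays gave 404 for sunitinib in heart between 6 and 1 h. The mean of probe sets gave 2 for sunitinib in kidney and 9 for sorafenib in liver, both between 6 and 1 h. All arrays as labelled gave 747 and 584 for oxaliplatin in kidney, 642 and 64 for it in liver, 0 for sunitinib in kidney between 6 and 1 h and 7 for sorafenib in kidney between 24 and 6 h.

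Leaving out 1 array at a time moved the counts within these ranges. In heart oxaliplatin gave 45 to 333 genes at 1 h and 48 to 147 at 6 h, sunitinib 523 to 1225 at 1 h, and sorafenib 525 to 1888 at 1 h and 346 to 861 at 24 h. In kidney sunitinib gave 0 to 4 at 1 h and 0 to 2 at 24 h, sorafenib 5 to 8 at 6 h and 4 to 34 at 24 h, the interactions with sunitinib 0 to 1 and with sorafenib 0 to 4, sunitinib against sorafenib 0 to 3 and F68 against water 437 to 1551. In liver oxaliplatin gave 377 to 967 at 24 h, sunitinib 0 to 1 at 1 h and 1 to 284 at 24 h, sorafenib 1 to 20 at 1 h and 1 to 41 at 6 h, the interaction with sorafenib 1373 to 4191, oxaliplatin plus sorafenib 1786 to 4558 and F68 against water 37 to 145. The differences between times moved in heart between 6 and 1 h with oxaliplatin (101, 16 to 298) and sunitinib (705, 344 to 893) and in liver with oxaliplatin (150, 92 to 179) and sorafenib (0 to 34). Between 24 and 6 h and between 6 and 1 h they were 0 to 1 and 0 to 1 in kidney with sunitinib, 0 to 2 and 0 to 1 there with sorafenib, and 0 to 1 and 0 to 1 in liver with sunitinib. No other count moved by more than 1.5 times. Of the named values 316 kept their side of the threshold without any 1 array, 80 lost it without at least 1 and 9 gained it. No named value turned in direction.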

Other observations

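The comparisons of this part (kinase inhibitors in rats given oxaliplatin, oxaliplatin under each oral vehicle, and F68 against water without drug) were tested on the gene lists after the results were seen, as a family of their own. Sorafenib after oxaliplatin lowered the list of macrophages in heart at 24 h in 10 of 11 genes, 0 rising and 1 not passing, with a median of -1.06 log2 (adjusted p = 2.86e-28), and this call held with an estimated correlation (adjusted p = 0.000596). The cholesterol synthesis list was lower with sorafenib after oxaliplatin in heart at 6 h, with 2 of 16 genes passing and a median of -0.165 (adjusted p = 4.55e-06, and adjusted p = 0.0352 with an estimated correlation). The same cholesterol synthesis list was lower in kidney at 24 h with 0 of 16 passing in limma, where 607 of all genes had an unadjusted p under 0.05, and 6 down adjusted over the list alone (median -0.22, adjusted p = 1.56e-10, and adjusted p = 0.0245 with an estimated correlation). In the list of immediate early genes 5 fell in heart at 6 h with sorafenib after oxaliplatin, of 19 measured, and 9 adjusted over the list alone (median -0.29, adjusted p = 1.78e-07, adjusted p = 0.107 with an estimated correlation).

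Rats without drug also differed by oral vehicle, which was tied to the dosing day. The list named unfolded protein and integrated stress response was higher with F68 in kidney at 6 h in 14 of 25 genes (16 up and 1 down adjusted over the list alone, median 0.38, adjusted p = 1.43e-14, and adjusted p = 0.0087 with an estimated correlation). The list of proliferation genes was lower with F68 in heart at 1 h in 16 of 26 (median -0.40, adjusted p = 3.97e-12, adjusted p = 0.321 with an estimated correlation). Day and vehicle could not be separated.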
